A study of Mus musculus with 24 samples.

How the data were processed

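The series holds bulk RNA sequencing of small pools of airway epithelial cells sorted from the tracheas of untreated wild-type female mice; the series title gives the strain as C57BL/6. Per the labels' protocols, 1000 cells were sorted for each sample and lysed in TCL buffer, libraries followed the SmartSeq2 protocol for cell populations, and read pairs of 38 bp per end came from a NextSeq500. All 24 samples were used. The labels give 3 groups of 8 samples, called here BCAM high, BCAM low and differentiated, with 5 samples of batch 1 and 3 of batch 2 in each group. Replicates 1 to 5 are batch 1 and replicates 6 to 8 are batch 2. What the batch number stands for (sequencing run, sort day or other) is not given in the sources used here.

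One table per library was used as deposited. Per the file headers, each gives, for every transcript, its length, effective length, an estimated count and a TPM value, in the layout that kallisto writes. The program's version, its index and options, the genome build and the annotation release are not given in the sources used here, and no pooling of libraries is stated. The estimated counts carry no normalization by the authors: they were not whole numbers and their totals differed between libraries. The deposited TPM values are scaled to transcript length and have the same sum in each library.

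Each table listed the same 117497 transcripts under versioned Ensembl mouse identifiers. Identifiers without their version were matched to GENCODE release M21 of mouse build GRCm38, which supplied gene identifiers, symbols and coordinates. Of the transcripts, 116374 matched and 1123 did not; the unmatched ones held 0.317% to 0.595% of a library's estimated counts and were left out. Only 13 matched transcripts had the same version number in both sources, while 115847 had the same length, so the coordinates printed are those of M21 and not of the authors' index. Estimated counts were summed over the transcripts of a gene and rounded to whole numbers, giving 35855 genes, of which 38 symbols named more than 1 gene. Totals of estimated counts ran from 1824619 to 4440072 per library. Estimated counts divide reads among transcripts that share sequence, so values of genes with near-identical copies are uncertain. Amplified reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only.

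The main test was edgeR's quasi-likelihood F-test (robust fit) with TMM factors, on 12211 genes kept by edgeR's default filter on low counts, in a single fit over all 24 libraries with a mean for each group and batch as a covariate. Genes were called at a Benjamini-Hochberg (BH) adjusted p under 0.05. "edgeR QL" below means this test. Log2 fold changes come from the fit and their standard error is the absolute change divided by the square root of F. CPM are counts relative to TMM-scaled library totals. A further edgeR fit with a mean per group and batch tested whether a comparison differed between the batches. Genes with 3 counts or fewer in a whole group were given no fitted fold change. With 1 to 3 counts, the ratio of summed counts over scaled library totals has an exact 95% conditional binomial interval; with 0 counts, the fold is a lower bound against a floor of 3 counts over the group.

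Of 18 gene lists, 12 had at least 3 tested members and were tested with camera from limma on voom values, with a preset correlation of 0.01 between genes, two-sided, with BH adjustment over the 36 tests of lists and comparisons. The lists cover basal, secretory, ciliated, suprabasal and hillock, ionocyte, immune, fibroblast and endothelial cells, the cell cycle, Wnt targets, Notch targets, and immediate early and stress genes. The lists for tuft, neuroendocrine, smooth muscle, chondrocyte and erythrocyte transcripts and for the Y chromosome had too few tested members. Further lists for thyroid (14 genes), parathyroid (4 genes) and the opposed arms of the circadian clock (5 and 9 genes) were written after the data had been seen and are used only in the closing part.

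The groups, the main test, the lists, the rule for the genes named and the alternatives were fixed before the data were examined, apart from the additions stated here and in the closing part. The rule named Bcam, the gene of the protein used for the sort; 9 airway epithelial genes; the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty as label checks; per comparison and direction, the 5 genes with the largest fitted change among those called, with a mean of at least 10 CPM and the same direction in all 8 same-numbered comparisons of libraries, without predicted genes; and up to 3 called members of each called list. A gene that met the rule is not reported here. Xist was also on the list of label checks and is not analysed here.

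Overlaps between comparisons were set beside 20 simulations of unchanged groups that share libraries in the same way. Alternatives were DESeq2 size factors, the DESeq2 Wald test, no filter and a filter of 5 CPM in 8 libraries, no batch covariate, the replicate number as a block, only the groups compared, transcript length offsets, limma on log2(TPM + 1) and log2(TPM + 0.1), each batch alone, leaving out mitochondrial genes and the 10 most counted genes, thinning to the smallest library, a non-robust fit, an adjusted p under 0.01, glmTreat against a log2 fold change of 1, leaving out each library in turn, and, for lists, fry and an estimated correlation. A model averaging the batches from group-by-batch means and a model with the satellite share as a covariate were chosen after seeing the data. Each comparison was also refitted on 100 splits of its libraries, the real one included.

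The steps were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 changed genes. At the BH threshold, 71.0%, 67.0% and 73.0% of the 2-fold changes were recovered for BCAM high against BCAM low, BCAM high against differentiated and BCAM low against differentiated, and 97.0%, 96.0% and 91.0% of the 4-fold changes, with 1, 9 and 9 false calls among 12211 genes. For differences between batches, recovery was 10.1%, 15.0% and 6.0% at 2-fold and 45.5%, 48.0% and 46.9% at 4-fold. False calls were 0, 3 and 1 among 12116, 12110 and 12108 genes. In this simulation that test thus missed most moderate differences. The simulated spread came from the main fit, which counts differences of a comparison between batches as spread, so this recovery may be too low. In simulated lists, camera and fry each called the 2 changed lists and 0 others in every comparison. Simulated genes were drawn independently of each other, so this does not test lists whose genes move together between libraries. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.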

Results

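RNA abundance was measured in 24 libraries, each from 1000 airway epithelial cells sorted from mouse trachea. The cells fell into 3 groups of 8 libraries: cells with high BCAM (basal cell adhesion molecule, a surface protein that binds laminin), cells with low BCAM, and differentiated cells. By the series title, the BCAM groups are subsets of basal cells, the progenitor layer of the airway epithelium. The comparison of BCAM high with BCAM low asks how the subsets differ, and each comparison with the differentiated group asks how a subset differs from the other sorted cells. Estimated counts totalled 3050948 ± 429889 per library in the BCAM high group, 3305005 ± 934963 in BCAM low and 2401705 ± 124229 in differentiated (mean ± SD, n = 8), with extremes of 1824619 and 4440072. Genes with at least 1 count numbered 15281 to 19532 per library, and 12211 genes were tested. Correlations of log2 CPM between libraries of a group, across genes, which are not independent replicates, were 0.869 to 0.938 in BCAM high, 0.795 to 0.928 in BCAM low and 0.756 to 0.899 in differentiated.

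Bcam itself (ENSMUSG00000002980, GRCm38 chromosome 7, 19756131 to 19771016, minus strand) checks the sort at the RNA level. Its mean was 509 ± 133 CPM in BCAM high, 376 ± 91.2 in BCAM low and 395 ± 328 in differentiated (SD, n = 8), and the lowest rounded count of any library was 189. Between BCAM high and BCAM low the log2 fold change was 0.39 (SE 0.28), higher in 7 of 8 same-numbered comparisons, and did not pass the threshold (edgeR QL, BH-adjusted p = 0.462). Bcam was also not called between BCAM high and differentiated (log2 fold change 0.61, SE 0.29, 6 of 8, edgeR QL, BH-adjusted p = 0.0952) or between BCAM low and differentiated (0.21, SE 0.29, 5 of 8, edgeR QL, BH-adjusted p = 0.607). Mean Bcam in the differentiated group was 182 CPM in batch 1 and 751 CPM in batch 2, a larger spread than in BCAM high (436 and 631) or BCAM low (351 and 417). The difference of BCAM high from differentiated changed by -1.51 on the log2 scale from batch 1 to batch 2, and that of BCAM low by -1.79 (edgeR QL interaction, BH-adjusted p = 0.0244 and 0.00651). For BCAM high against BCAM low the change was 0.28 (edgeR QL interaction, BH-adjusted p = 0.854). Of the alternatives, limma on log2(TPM + 0.1) moved the Bcam difference from differentiated most in BCAM high, to 1.51, and batch 2 alone reversed it to -0.26. Without differentiated 6 it was 0.76 and without differentiated 7 it was 0.77, and both passed the threshold (edgeR QL, BH-adjusted p = 0.0326 and 0.0288).

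**Figure D1:**
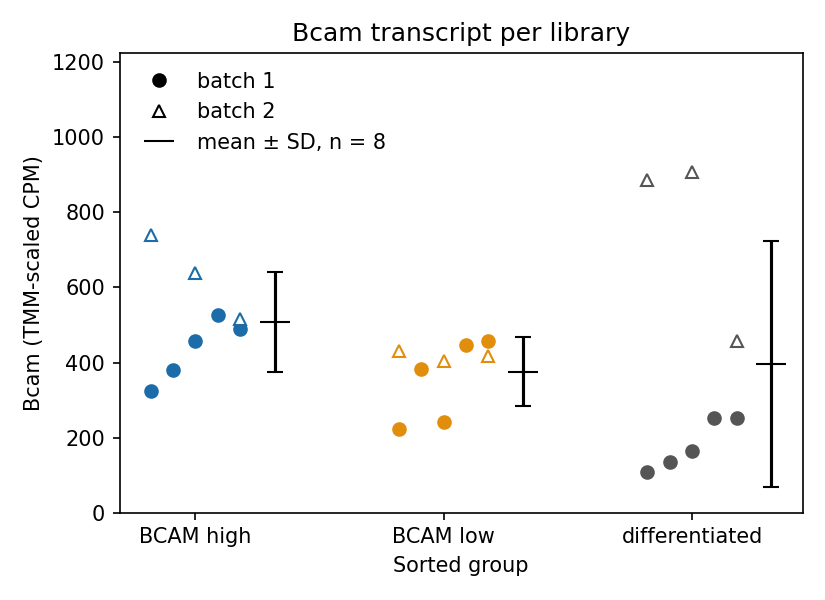
Bcam transcript in TMM-scaled CPM (y axis) for each library of the 3 sorted groups (x axis); filled circles are batch 1, open triangles batch 2, and bars give the mean ± SD of 8 libraries. The BCAM high libraries lie between 324 and 739 CPM and the BCAM low libraries between 224 and 457, so the groups overlap, and the differentiated libraries span 109 to 907.

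The first principal component of log2 CPM held 39.3% of the variance and the second 10.5%. Mean scores on the first component were -58.0 for BCAM high, -43.6 for BCAM low and 73.7 for differentiated in batch 1, and -51.7, 0.986 and 97.3 in batch 2. The BCAM low libraries of batch 2 thus lay apart from those of batch 1 along the axis that separated the groups. The batch term of the fit was called for 2618 genes, 1444 higher and 1174 lower in batch 2 (edgeR QL).

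**Figure D2:**
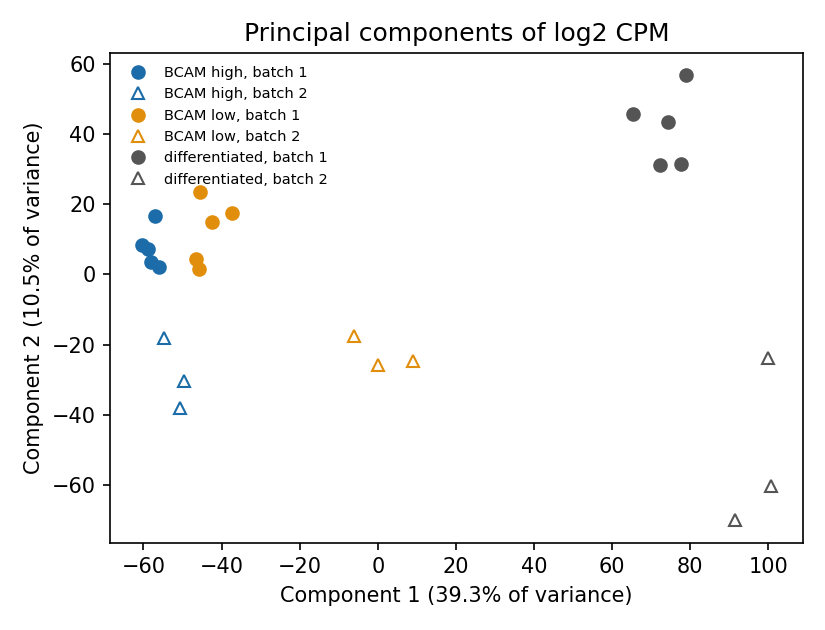
Scores of the 24 libraries on the first (x axis, 39.3% of variance) and second (y axis, 10.5%) principal components of log2 CPM, with groups by colour and batches by symbol. Differentiated libraries lie at 65.4 to 101 on the first component, BCAM high at -60.4 to -49.7, and BCAM low at -46.7 to -37.4 in batch 1 and -6.17 to 9.05 in batch 2.

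Between BCAM high and BCAM low, 857 of 12211 genes were called, 297 higher and 560 lower in BCAM high (edgeR QL). With an absolute log2 fold change of at least 1 there were 28 higher and 320 lower. The alternative that moved this count most was glmTreat against a log2 fold change of 1, which called 65 genes, 0 of them higher; at an unadjusted p under 0.05 the main test gave 2537. The genes with the largest changes among those that met the naming rule were Krt14 (log2 fold change 1.98), Dll1 (1.495), Ccn1 (1.43), Rgcc (1.41) and Matn4 (1.33) on the higher side, each higher in 8 of 8 same-numbered comparisons. Krt14 averaged 142 ± 79.2 CPM in BCAM high, 34.8 ± 11.6 in BCAM low and 0.141 ± 0.262 in differentiated. Dll1, which encodes a Notch ligand, averaged 56.5 ± 12.1 CPM in BCAM high and 19.9 ± 5.67 in BCAM low. Their adjusted p-values ran from 1.98e-04 for Dll1 to 0.0417 for Rgcc (edgeR QL, BH). The Rgcc call was lost on leaving out any of 12 of the 24 libraries, at adjusted p-values of up to 0.103 (edgeR QL, BH). On the lower side were Ifit1bl1 (-6.60), Ltf (-4.86), Ly6g6c (-4.85), Serpinb2 (-4.62) and Plac8 (-4.52), each lower in 8 of 8, with adjusted p-values between 3.08e-09 for Plac8 and 3.47e-05 for Ltf (edgeR QL, BH). Plac8 averaged 2.16 ± 1.67 CPM in BCAM high and 50.7 ± 21.8 in BCAM low. Ifit1bl1 has a close paralogue, so its estimated counts are uncertain. Among these 10 genes, Dll1 lost its call with transcript length offsets and with limma on log2(TPM + 0.1), Ccn1 in batch 1 alone, Krt14, Ltf and Serpinb2 in batch 2 alone, and Rgcc under 3 alternatives, among them batch 2 alone.

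Among the 9 epithelial genes fixed beforehand, Krt5 was higher in BCAM high by 0.84 (SE 0.24, 8 of 8, edgeR QL, BH-adjusted p = 0.0344), with 1672 ± 295 CPM against 929 ± 137. This Krt5 call was lost under 8 of 17 alternatives and on leaving out any of 9 libraries (edgeR QL, BH-adjusted p up to 0.0785). Trp63 (0.76) and Ngfr (0.73) were higher in 8 of 8 without passing the threshold (edgeR QL, BH-adjusted p = 0.0818 and 0.191). Trp63 passed it under 9 of 17 alternatives, and on leaving out differentiated 7 (log2 fold change 0.78, edgeR QL, BH-adjusted p = 0.0202). Krt8 was lower by -0.72 (SE 0.15) and Krt4 by -1.41 (SE 0.35), both in 8 of 8 (edgeR QL, BH-adjusted p = 0.00353 and 0.0174); batch 2 alone gave neither call, and limma on TPM did not call Krt8. Krt13 changed by -1.86 (SE 0.57) and was not called (edgeR QL, BH-adjusted p = 0.0522); it passed the threshold under 9 of 17 alternatives and on leaving out any of 5 libraries (edgeR QL, BH-adjusted p down to 2.49e-04 without BCAM high 8), and reversed to 0.09 in batch 2 alone. Scgb1a1, a secretory cell marker, changed by -3.86 (SE 0.99) and Foxj1, a ciliated cell regulator, by -2.45 (SE 0.60), with BH-adjusted p = 0.0194 and 0.0143 (edgeR QL). Neither gene was called in batch 1 alone, nor Scgb1a1 in batch 2 alone, nor Foxj1 with limma on log2(TPM + 0.1). Scgb1a1 averaged 189 CPM in BCAM high and 939 in BCAM low in batch 1, and 191 and 6565 in batch 2. Foxj1 averaged 1.19 and 1.67 CPM in batch 1 but 3.66 and 53.1 in batch 2, and the Foxj1 difference depended on batch (edgeR QL interaction -3.35, BH-adjusted p = 0.0217).

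**Figure D3:**
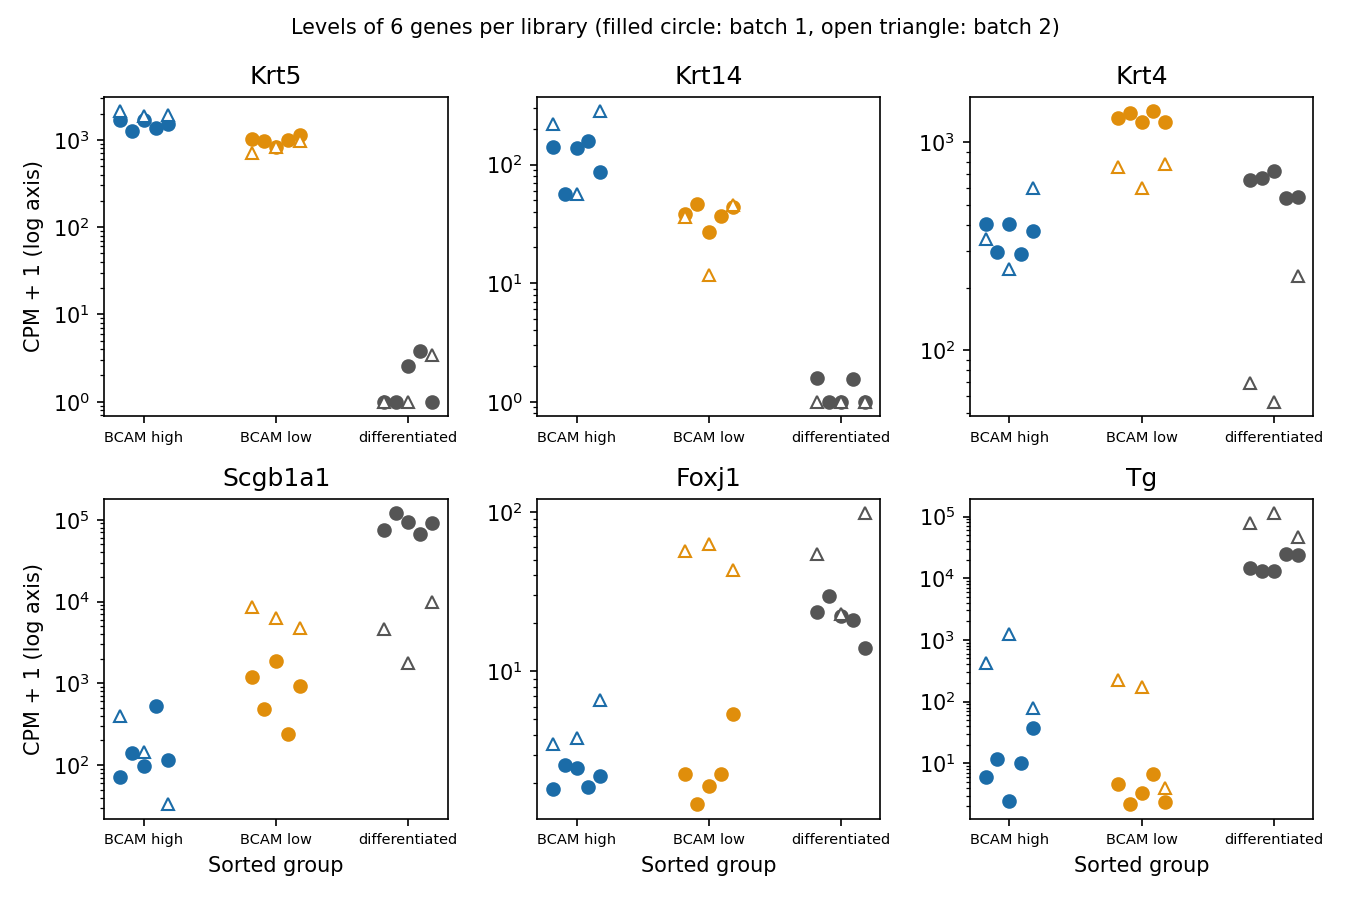
CPM + 1 on a log axis for Krt5, Krt14, Krt4, Scgb1a1, Foxj1 and Tg in each library (y axis) by sorted group (x axis); filled circles are batch 1 and open triangles batch 2. Foxj1 in BCAM low stands at a mean of 53.1 CPM in batch 2 against 1.67 in batch 1, and Tg in differentiated at 79491 against 17836 CPM.

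Of the 12 lists tested by camera, 6 were called between BCAM high and BCAM low. Basal genes (median log2 fold change 0.67, camera, BH-adjusted p = 2.62e-13) and cell cycle genes (1.36, camera, BH-adjusted p = 4.96e-07) were higher in BCAM high. Secretory genes (-1.41, camera, BH-adjusted p = 2.05e-04), ciliated genes (-2.73, camera, BH-adjusted p = 1.04e-05), suprabasal and hillock genes (-0.97, camera, BH-adjusted p = 8.49e-15) and immune genes (-1.02, camera, BH-adjusted p = 2.05e-04) were lower. Single members called numbered 5 of 15 basal, 3 of 13 cell cycle, 6 of 14 secretory, 8 of 15 ciliated, 8 of 13 suprabasal and hillock and 1 of 7 immune genes over all genes tested, and 10, 8, 8, 13, 10 and 1 adjusted over the list alone. With a correlation estimated per list, only the basal list in all 3 comparisons and the suprabasal and hillock list here held; under fry each of the 13 list calls held except the secretory list here (fry, BH-adjusted p = 0.0809). Without the filter on low counts the secretory list lost its call in all 3 comparisons (camera, BH-adjusted p = 0.296, 0.900 and 0.173), and no other list did. By difference, counts of called lists moved most under fry between BCAM high and differentiated, from 4 to 10. By ratio they moved most with the estimated correlation in the same comparison, from 4 to 1. Regroupings of the libraries excluded chance as the source of camera's p for those same 4 list calls and for no other. The secretory list here was an exception: of the 42 regroupings with 3 libraries of batch 2 in each group, only the real 1 reached its p. Camera ranks a list against all other genes, and the median regrouping had 0 called genes. The regroupings therefore cannot decide whether the genes of the other lists differ.

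The largest changes of called list members, besides genes named above, were in Dlk2 (1.20) and Snai2 (0.87) for the basal list, Ccnb1 (1.99), Birc5 (1.73) and Mcm5 (0.91) for the cell cycle, Muc5b (-4.21) for the secretory list, Hydin (-2.99), Spag6l (-2.82) and Dynlrb2 (-2.79) for the ciliated list, Cldn3 (-1.64) and Ly6d (-1.37) for the suprabasal and hillock list, and Lyz2 (-3.63) for the immune list. Lyz2 was the 1 immune member called. It averaged 124 CPM in BCAM high, 1276 in BCAM low and 16685.5 in differentiated. The immune list as a whole was not lower in BCAM high than in differentiated (median 1.75). The Lyz2 call alone therefore does not show a difference in immune cells. Ccnb1 lost its call without BCAM high 1 (1.72, edgeR QL, BH-adjusted p = 0.0691). The calls of Birc5, Mcm5, Muc5b, Spag6l and Dynlrb2 were lost on leaving out any of 7, 14, 4, 5 and 17 libraries, at adjusted p-values of up to 0.0670, 0.126, 0.0689, 0.0748 and 0.117 (edgeR QL, BH). Hydin, Spag6l and Dynlrb2 differed between the batches (interactions -5.36, -5.96 and -7.74, edgeR QL, BH-adjusted p = 0.0394, 0.00501 and 0.00556). In BCAM high of batch 2 these genes averaged 0.236, 0.340 and 0.0988 CPM, near the floor, so the sizes of their interactions are uncertain. Lists not called here were immediate early and stress (0.16, camera, BH-adjusted p = 0.0574), Notch targets (-0.41, camera, BH-adjusted p = 0.106), Wnt targets (0.19, camera, BH-adjusted p = 0.484), ionocyte (-0.09, camera, BH-adjusted p = 0.873), endothelial (-0.16, camera, BH-adjusted p = 0.873) and fibroblast (-0.63, camera, BH-adjusted p = 0.994). The immediate early and stress list was called by fry (BH-adjusted p = 0.0301) and without the filter (camera, BH-adjusted p = 0.00798), and Notch targets by fry (BH-adjusted p = 0.0185). For the ionocyte and fibroblast lists the median and mean were negative while camera's direction was up.

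Between BCAM high and differentiated, 5044 genes were called, 2363 higher and 2681 lower in BCAM high (edgeR QL), with 984 and 1412 at an absolute log2 fold change of at least 1. Krt5 was 10.79 higher (SE 0.41) and Krt17 9.01 higher (SE 0.39), both in 8 of 8 (edgeR QL, BH-adjusted p = 1.70e-15 and 2.70e-14). Ccdc3, Wnt10a and Krt14 also met the rule but had 1, 0 and 2 counts over the whole differentiated group. By summed counts, Ccdc3 was 1793-fold higher in BCAM high (95% interval 322 to 70826), Krt14 1077-fold (298 to 8896), and Wnt10a at least 196-fold, against a floor of 3 counts over the group. On the lower side, Chga changed by -11.40 (SE 2.16), Dcpp3 by -10.47 (SE 1.47), Dmbt1 by -9.86 (SE 1.14), Tff2 by -9.63 (SE 1.01) and Muc5b by -9.54 (SE 1.27), each in 8 of 8, with adjusted p-values between 1.26e-07 for Tff2 and 2.11e-04 for Chga (edgeR QL, BH). Chga ranged from 15.2 to 11434 CPM across the differentiated libraries, and its call was lost in batch 2 alone. It was highest in differentiated 2, as was the parathyroid gene Pth (17647 CPM). It was lowest in differentiated 7 and 8, which had 0 counts of Pth. Dcpp3 has close paralogues, so its estimated counts are uncertain. Of the fixed genes, Trp63 (5.66) and Ngfr (5.04) were higher, and Krt8 (-0.98), Scgb1a1 (-8.37) and Foxj1 (-4.26) lower, with adjusted p-values of at most 6.58e-06 (edgeR QL, BH). Krt8 was no longer called with limma on TPM or in batch 2 alone. Krt13 (1.48) and Krt4 (0.08) were not called (edgeR QL, BH-adjusted p = 0.0615 and 0.891). Krt13 passed the threshold under 6 of 17 alternatives, without BCAM high 6 (1.58, edgeR QL, BH-adjusted p = 0.0485) and without differentiated 5 (1.83, edgeR QL, BH-adjusted p = 0.0308). Krt4 reversed to -0.83 in batch 1 alone and to -0.18, -0.14 and -0.15 without BCAM high 8, differentiated 6 and differentiated 7. The Krt4 difference depended on batch (edgeR QL interaction 2.59, BH-adjusted p = 0.00124): it averaged 352 CPM in BCAM high and 628 in differentiated in batch 1, and 396 and 117 in batch 2.

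For that comparison camera called 4 lists. Basal (5.43, camera, BH-adjusted p = 2.65e-15) and cell cycle genes (1.84, camera, BH-adjusted p = 0.00522) were higher in BCAM high, and secretory (-2.99, camera, BH-adjusted p = 7.93e-05) and ciliated genes (-4.46, camera, BH-adjusted p = 2.71e-05) lower. The median BCAM high level of secretory genes was 5.02% of that in differentiated in batch 1 and 49.6% in batch 2. The 49.6% depends on single differentiated libraries. With the same denominator, the BCAM low share of 172% became 130% without differentiated 7 and 393% without differentiated 8. The basal median was the same with Krt14 and Dlk2, which had 3 counts or fewer in the differentiated group, set to their bounds. Members called were 15 of 15 basal, 10 of 13 cell cycle, 11 of 14 secretory and 13 of 15 ciliated genes over all genes tested, and 15, 11, 12 and 13 adjusted over the list alone. Other members with the largest changes were Bpifb1 (-9.29), Tekt1 (-5.30), Dnah5 (-5.01), Dynlrb2 (-4.99), Birc5 (3.48), Rrm2 (2.76) and Tpx2 (2.16). The other 8 lists had medians from -2.30 (ionocyte, camera, BH-adjusted p = 0.307) to 1.75 (immune, camera, BH-adjusted p = 0.994). The remaining 6 were fibroblast (-1.62, camera, BH-adjusted p = 0.913), Notch targets (-0.39, 0.484), suprabasal and hillock (-0.11, 0.137), immediate early and stress (0.31, 0.156), endothelial (0.56, 0.468) and Wnt targets (0.60, 0.484). Of these 8, fry called ionocyte, immediate early and stress, suprabasal and hillock, Notch targets, Wnt targets and endothelial (fry, BH-adjusted p = 5.29e-05, 0.0142, 0.0266, 0.0301, 0.0383 and 0.0427). Without the filter, camera called immediate early and stress and endothelial (camera, BH-adjusted p = 0.00687 and 0.0119). For Wnt targets the mean was negative while the median was positive, and for fibroblast genes camera's direction was up.

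Between BCAM low and differentiated, 4086 genes were called, 1996 higher and 2090 lower in BCAM low (edgeR QL), with 799 and 855 at an absolute log2 fold change of at least 1. Krt5 (9.95, SE 0.40) and Krt17 (8.22, SE 0.39) were higher in 8 of 8 (edgeR QL, BH-adjusted p = 1.20e-14 and 2.25e-13). By summed counts, Ccdc3 was 1876-fold higher in BCAM low (95% interval 336 to 74123), Dlk2 290-fold (99.2 to 1410), Krt14 274-fold (75.8 to 2269) and Wnt10a at least 115-fold. The largest decreases under the naming rule included Tg (-11.59, SE 1.14) and Iyd (-9.03, SE 0.62), both lower in 8 of 8 (edgeR QL, BH-adjusted p = 8.38e-08 and 2.82e-10), and Grp and Scg5. Grp had 2 counts in the whole BCAM low group and was 2003-fold higher in differentiated (95% interval 554 to 16551), and Scg5 had 1 count and was 1916-fold higher (343 to 75767). Tg and Iyd encode thyroglobulin and iodotyrosine deiodinase, and Tg averaged 40956 ± 36663 CPM in the differentiated group. Of 14 thyroid genes listed after the data were seen, 12 were at least 10-fold higher in differentiated than in both other groups. Trp63 (4.90), Ngfr (4.32), Krt13 (3.34) and Krt4 (1.49) were higher in BCAM low, and Scgb1a1 (-4.50) and Foxj1 (-1.81) lower, with adjusted p-values of at most 0.00829 (edgeR QL, BH). Scgb1a1 reversed to 0.29 in batch 2 alone, and Foxj1 lost its call there and without the batch covariate. Krt8 was not called (-0.26, edgeR QL, BH-adjusted p = 0.187) and reversed to 0.32 with limma on log2(TPM + 1).

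Camera called 3 lists for BCAM low against differentiated. Basal genes were higher (4.75, camera, BH-adjusted p = 1.40e-16), also with Krt14 and Dlk2 at their bounds, and secretory (-1.48, camera, BH-adjusted p = 9.37e-04) and ciliated genes (-1.72, camera, BH-adjusted p = 9.37e-04) were lower over both batches together. By batch, the median BCAM low level of secretory genes was 13.4% of that in differentiated in batch 1 and 172% in batch 2, and that of the ciliated genes with enough signal 10.7% and 72.5%, so the secretory median was not lower in batch 2. Members called were 15 of 15, 9 of 14 and 12 of 15 over all genes tested, and 15, 10 and 12 adjusted over the list alone. Called members with the largest changes were Tff2 (-7.75), Scgb3a1 (-5.87), Bpifb1 (-5.47), Tekt1 (-2.64), Dnah5 (-2.24) and Dynlrb2 (-2.20). Bpifb1 averaged 18.3 CPM in BCAM low and 4939 in differentiated in batch 1, and 1613 and 1643 in batch 2 (edgeR QL interaction 8.04, BH-adjusted p = 1.13e-04). The lists not called were suprabasal and hillock (0.64, camera, BH-adjusted p = 0.0750), ionocyte (-2.21, 0.240), immune (2.95, 0.307), endothelial (0.72, 0.307), cell cycle (0.57, 0.544), fibroblast (-0.23, 0.577), Wnt targets (0.20, 0.691), immediate early and stress (0.04, 0.871) and Notch targets (0.02, 0.994). Fry called the ionocyte, endothelial, and suprabasal and hillock lists (fry, BH-adjusted p = 5.55e-05, 0.0259 and 0.0442). Without the filter, camera called the endothelial, immune, suprabasal and hillock, and cell cycle lists (camera, BH-adjusted p = 6.12e-04, 8.67e-04, 0.00147 and 0.0460). Median, mean and test differed in sign for the Wnt, Notch and fibroblast lists.

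Of the genes called between BCAM high and BCAM low, 764 were also called between BCAM high and differentiated, 755 with the same sign, and 501 between BCAM low and differentiated, 433 with the same sign. Among the genes called in both comparisons with differentiated, 3373 of 3381 had the same sign. The correlation of log2 fold changes across genes, which are not independent replicates, was 0.62, 0.21 and 0.89 in these pairs, against medians of 0.48, -0.49 and 0.52 in 20 simulations of unchanged groups. Those simulations gave 0 genes called in both comparisons of a pair by the same edgeR QL test. They held no changed genes, so few calls were possible, and this 0 gives no reference for the size or sign of the overlaps. An adjusted p under 0.01 moved the overlaps most, to 332 same-sign genes in the first pair and 166 in the second. Of the 501 genes, 174 fell in steps from BCAM high through BCAM low to differentiated, 259 rose in steps, 38 were highest in BCAM low and 30 lowest there.

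The comparisons differed between the batches for 129 genes in BCAM high against BCAM low (21 higher and 108 lower in batch 2), 1061 in BCAM high against differentiated (661 and 400) and 1388 in BCAM low against differentiated (832 and 556), by the edgeR QL interaction test. Of the genes called in the comparisons themselves, 46 of 857, 635 of 5044 and 689 of 4086 were among them. The DESeq2 Wald test moved the count of BCAM high against BCAM low most, from 129 to 231. Among the 49 genes named by the rule, 7, 9 and 16 differed between the batches.

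The Y-linked genes Ddx3y, Eif2s3y and Uty had 39, 27 and 147 counts summed over the 24 libraries labelled female, against 10305, 9005 and 2355 for their X-linked partners Ddx3x, Eif2s3x and Kdm6a. Kdm5d had 863 counts, 7 to 111 per library, and its partner Kdm5c 2981.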

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

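The test of whether comparisons differ between batches and the regroupings of libraries, for it and for the counts of called genes, were planned; all other tests in this part were chosen only after the result was seen.

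The comparisons differed between the batches for 129 genes (BCAM high against BCAM low), 1061 genes (BCAM high against differentiated) and 1388 genes (BCAM low against differentiated) by edgeR's quasi-likelihood interaction test. When 3 libraries per group were drawn at random as the second batch, 1 of 100 choices gave as many genes in each of the 3 comparisons, the real choice, and the highest other counts were 11, 1 and 124. Each random choice also broke up the difference between batches shared by all groups (2618 genes called for the batch term) and left it in the spread. The low random counts therefore exclude chance for the batch labels as a whole. They cannot decide by themselves that a comparison differs between the batches, which rests on the interaction test. What the batch number stands for is not given in the sources used here, so differences in handling, in sorting and in the mice stay open and were not tested.

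Within the differentiated group, thyroid genes were higher in batch 2 by a median log2 difference of 1.99 (12 tested genes) and ciliated genes by 1.30 (15 genes). Secretory genes changed by -2.13 (14 genes), basal genes by -0.29 (15 genes) and the tested parathyroid genes, Pth and Chga, by -5.79. With each differentiated library left out in turn, the medians were 1.77 to 2.19 for thyroid, 0.71 to 1.53 for ciliated, -3.32 to -1.68 for secretory, -0.36 to -0.17 for basal and -9.96 to -4.43 for parathyroid genes. A larger thyroid share that dilutes all airway cells alike would move ciliated and secretory genes together. Their medians instead differed by 3.43 (permutation test over genes, two-sided, p = 2e-05, 100000 permutations). Genes of a list move together between libraries, so this p does not cover variation between libraries. The medians differed by 3.12 to 4.04 with each library left out, which argues against equal dilution as the whole cause. A different mix of cells in the differentiated sort of each batch stays open and was not tested.

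Ciliated genes accounted for part of the difference between batches. Of the 15 ciliated genes, 11 were called for a difference between BCAM high and BCAM low that was more negative in batch 2 (edgeR QL interaction). In BCAM low of batch 2 the 14 ciliated genes with enough signal stood at a median of 72.5% of their level in differentiated of batch 2 and the secretory genes at 172%, whereas thyroid genes stood at 0.348%. With each library of BCAM low or differentiated in batch 2 left out, these medians were 56.5% to 92.9%, 130% to 393% and 0.172% to 0.522%; the secretory value depends most on differentiated 8. In batch 1 the same medians were 10.7%, 13.4% and 0.633%. BCAM high had 7.96% ciliated, 5.02% secretory and 0.704% thyroid in batch 1 and 1.74%, 49.6% and 0.7104% in batch 2. The 49.6% has the same denominator as the 172% and so also depends on differentiated 8. Part of the rise in secretory shares follows the fall in differentiated (-2.13 above). The levels themselves rose in BCAM low from batch 1 to batch 2, by a median log2 difference of 1.43 for secretory (12 of 14 genes higher) and 3.43 for ciliated genes (14 of 15). In BCAM high the medians were 0.19 (10 of 14) and -0.36 (3 of 15). With each library of the group left out these were 1.06 to 1.58 and 3.05 to 3.76 in BCAM low, and 0.14 to 0.47 and -0.61 to -0.38 in BCAM high. Carryover of the whole differentiated fraction would have brought thyroid genes along, so the tests argue against it. The count of 11 restates the pattern and decides nothing further: ciliated cells among the sorted BCAM low cells, free RNA of airway cells and a true difference in the BCAM low cells cannot be told apart here.

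Bcam was among the genes that depended on batch: its difference from the differentiated group changed by -1.51 for BCAM high and by -1.79 for BCAM low from batch 1 to batch 2, because its level in differentiated went from 182 to 751 CPM. Several explanations were weighed for why the transcript did not separate the sorted groups. Too few counts are argued against by the lowest count of 189 in any library. A sort that did not separate 2 populations is argued against by the regroupings, of which only 1 of 100, the real one, gave as many called genes. Within batches, Bcam rose with Tg across the 8 differentiated libraries (Pearson r = 0.875, exact permutation p = 0.0278; Spearman rho = 0.738, exact permutation p = 0.05; two-sided over 720 arrangements). Without the 2 libraries farthest from the median r was 0.843, and among the 3 relations tested the BH-adjusted values were 0.0278 and 0.05. In batch 1 alone (5 libraries) r was 0.852 (exact permutation p = 0.133) and rho 0.5 (exact permutation p = 0.45, two-sided over 120 arrangements). In batch 2 alone (3 libraries) r was 0.929 (exact permutation p = 0.167) and rho 1 (exact permutation p = 0.333, over 6 arrangements). Both batches had a positive r. Batch 1 alone did not pass 0.05, and batch 2 alone could not, since 6 arrangements allow no p under 0.167. Bcam transcript from thyroid cells in the differentiated libraries is thus a candidate explanation for the missing calls against differentiated, on weak evidence. It does not bear on BCAM high against BCAM low, where Bcam averaged 509 and 376 CPM without a call. A difference between BCAM protein on the cell and its transcript was not tested.

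Single libraries far from the rest of their group were looked for in 177 groups of 8 values by Dixon's ratio, the gap to the nearest library over the group's range. Genes were measured on log2 CPM and library measures, among them Tg as a marker of gland transcripts, on their plain scale; the values in brackets below are plain CPM or percent. The ratio passed its 95% critical value in 13 groups, 11 of genes and 2 of library measures. Chance alone passes it in about 1 in 20 groups, here 8.85, so the number itself is no sign of faulty libraries. For 4 of the 13 the ratio was 1, because a single library had counts and the others had none: Ccdc3 in differentiated 1 (0.576 CPM), Dlk2 in differentiated 8 (1.23 CPM), Grp in BCAM low 7 (0.857 CPM) and Scg5 in BCAM low 6 (0.441 CPM). Those values rest on 1, 3, 2 and 1 counts and no explanation was tested.

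BCAM high 7 stood out for Tg on plain CPM (ratio 0.664, 1237 against 1.47 to 416 in the others), though Tg did not pass on log2 CPM, and on log2 CPM for Iyd (ratio 0.617, 10.6 against 0 to 0.941), Grp (ratio 0.541, 6.01 against 0 to 0.960) and Scg5 (ratio 0.600, 1.41 against 0 to 0.314). If a small share of the differentiated fraction were in that library, other genes of that fraction with little baseline would stand at a like share. The 6 thyroid genes with little baseline stood at a median of 1.05% (0.277% to 1.13%) of their level in differentiated 7. The 6 secretory genes with little baseline had a median of 1.36% but ran from 0% to 14.8%, and only 3 of the 6 lay within 3 times of the thyroid median. A share of the whole differentiated fraction and thyroid material alone therefore cannot be told apart in this library. Ccnb1 was also lowest in this library (ratio 0.655, 0 CPM against 5.04 to 22.9), for which no explanation was tested. Without BCAM high 7, 791 genes were called between BCAM high and BCAM low by edgeR QL.

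In BCAM low, Krt14 was lowest in library 7 (ratio 0.616, 10.7 CPM against 26.1 to 45.2). A shift of all basal transcripts in that library is argued against, since its median log2 CPM over the other 14 basal genes was 7.91, within the 7.17 to 8.14 of the other libraries. A change in Krt14 alone stays open. Chga was far higher in the same library (ratio 0.706, 192 CPM against 0 to 1.83), as was Pth, with 264 CPM there, 0.505 CPM in BCAM low 1 and 0 in the other 6. Lyz2 was lowest in BCAM low 5 (ratio 0.553, 393 CPM against 959 to 1969). The share of estimated counts on unmatched transcripts was highest in differentiated 8 (ratio 0.764, 0.595% against 0.350% to 0.408%). No explanation was tested for these 3.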

How the results depend on the processing

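The models with the satellite share as a covariate and with the average of the batches were chosen only after the result was seen, and the tests of the other alternatives were planned.

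Counts of called genes stayed within 1.5 times for 12 of 19 alternatives between BCAM high and BCAM low, and for 16 of 19 in each comparison with differentiated. Between BCAM high and BCAM low, 857 genes (297 higher, 560 lower) became 545 without the batch covariate (530 of them shared with the 857), 1297 with only the groups compared (752 shared), 568 with transcript length offsets (509 shared), 543 in batch 2 alone (282 shared), 351 at an adjusted p under 0.01, 65 with glmTreat (0 higher) and 1318 with the average of the batches (819 shared). From 5044, the genes called between BCAM high and differentiated became 7741 with limma on log2(TPM + 1), 7709 with log2(TPM + 0.1) and 1300 with glmTreat. For BCAM low against differentiated, 4086 became 2221 in batch 2 alone, 2687 at an adjusted p under 0.01 and 665 with glmTreat. Batch 2 alone has fewer samples, and a stricter threshold or a least fold change lowers counts by construction; for the other alternatives the cause was not tested. Every library left out in turn gave 685 (without BCAM high 8) to 978 genes (without differentiated 7), 4768 to 5225 and 3761 to 4198 genes in the 3 comparisons.

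The split of calls into higher and lower moved with the TPM scaling. Limma on log2(TPM + 1) gave 78.5%, 88.3% and 86.6% higher calls in the 3 comparisons, against 34.7%, 46.8% and 48.8% in the main test. TPM moved the median log2 fold change of all genes from 0.00 to 0.23 between BCAM high and BCAM low and to 0.64 and 0.40 against differentiated, so its calls are relative to that shift. With log2(TPM + 0.1) the higher shares were 75.9%, 88.5% and 87.4%. Between BCAM high and BCAM low the higher share was also 23.1% without the batch covariate and 18.8% in batch 2 alone.

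Bcam was not called between BCAM high and BCAM low under any of 17 alternatives (0.32 to 0.80, BH-adjusted p from 0.0587 to 0.583 across edgeR QL, DESeq2 and limma) or any library left out (0.31 to 0.51). Between BCAM high and differentiated, 11 of 17 alternatives kept the direction and the missing call. It passed the threshold at 0.60 with the DESeq2 Wald test, 1.497 with limma on log2(TPM + 1), 1.51 with log2(TPM + 0.1), 1.26 in batch 1 alone and 0.69 with the satellite share as a covariate, and reversed to -0.26 in batch 2 alone. Adjusted p-values ran from 7.26e-05 to 0.457 over these alternatives (BH, edgeR QL, DESeq2 or limma). With a library left out the values were 0.46 to 0.77, and without differentiated 6 (0.76) or 7 (0.77) the call passed. For BCAM low against differentiated, 12 of 17 alternatives kept the direction and the missing call. The value was 0.70 with limma on log2(TPM + 1), 0.71 with log2(TPM + 0.1) and 0.94 in batch 1 alone, all called. It reversed to -0.0750 without the batch covariate and to -0.85 in batch 2 alone, where it was called. With a library left out it was 0.07 to 0.37. The reversal in batch 2 follows the higher Bcam level of the differentiated libraries there (751 against 182 CPM); for the rest the cause was not tested.

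Counts of called lists were less stable. From 6 lists between BCAM high and BCAM low, an estimated correlation left 2. From 4 lists between BCAM high and differentiated, fry called 10, the estimated correlation 1 and no filter 7. From 3 lists between BCAM low and differentiated, fry called 6, the estimated correlation 1 and no filter 8. Without the filter 18 lists could be tested, and the secretory list lost its call in all 3 comparisons (camera, BH-adjusted p = 0.296, 0.900 and 0.173). Neuroendocrine genes were then lower than in differentiated in both BCAM groups. For BCAM high against BCAM low the tuft list was lower (median -1.23) and the smooth muscle list higher (0.97, both camera, BH-adjusted p = 0.00300), on genes with few counts. The smooth muscle list was also higher in BCAM high than in differentiated (1.97, camera, BH-adjusted p = 0.00174). It was not called between BCAM low and differentiated (1.07, camera, BH-adjusted p = 0.0662). The erythrocyte list was higher in BCAM low than in differentiated (2.72, camera, BH-adjusted p = 0.0146), and the chondrocyte list was called in none of the 3 comparisons (camera, BH-adjusted p = 0.458, 0.562 and 0.900).

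The genes whose difference between BCAM high and BCAM low depended on batch rose from 129 to 231 with the DESeq2 Wald test, and the other counts of that kind stayed within 1.5 times. Overlaps changed with the threshold: at an adjusted p under 0.01, BCAM high against BCAM low shared 166 same-sign and 11 opposite-sign genes with BCAM low against differentiated (433 and 68 in the main test) and 332 and 0 with BCAM high against differentiated (755 and 9), and both comparisons with differentiated shared 5 opposite-sign genes (8). The DESeq2 Wald test gave 105 and 15 opposite-sign genes in the first and second of these pairs. A stricter threshold leaves fewer genes by construction.

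For 78 results of single genes, 1307 values under alternatives were computed. Of these, 1186 kept direction and side of the threshold, 84 kept the direction but lost the call, 30 gained one and 7 reversed. Bcam, given above, is not among the 78. The reversed values were 0.0924 for Krt13 between BCAM high and BCAM low in batch 2 alone; -0.24 and -0.83 for Krt4 between BCAM high and differentiated without the batch covariate and in batch 1 alone; 0.32, 0.16 and 0.32 for Krt8 between BCAM low and differentiated with limma on log2(TPM + 1), in batch 2 alone and with log2(TPM + 0.1); and 0.29 for Scgb1a1 between BCAM low and differentiated in batch 2 alone. Leaving out single libraries gave 1872 values, of which 1792 kept direction and call, 69 lost the call, 8 gained one and 3 reversed, all for Krt4 between BCAM high and differentiated (-0.18, -0.14 and -0.15 without BCAM high 8, differentiated 6 and differentiated 7, in a range of -0.18 to 0.20). In batch 2 alone, genes of 3 libraries per group are tested; otherwise the cause was not tested.

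The replicate numbers were not treated as pairs, since not every same-numbered correlation was over 0.1. Deviations of same-numbered libraries from their means correlated weakly but positively, at 0.0252 to 0.155 (medians 0.0802, 0.0555 and 0.0693 in the 3 comparisons, against -0.0219, -0.0141 and -0.0203 for other numbers of the batch), over 0.1 in 3, 2 and 1 of 8 numbers, so a weak shared source is not excluded. With the replicate number as a block, 864, 5129 and 4136 genes were called, and the immediate early and stress list was called between BCAM high and BCAM low (camera, BH-adjusted p = 0.0174). Krt5, higher by 0.85 between BCAM high and BCAM low in that fit, was not called (edgeR QL, BH-adjusted p = 0.0760); the block is 1 of the 17 alternatives counted for single genes. Depth limits genes near the floor: with 3 counts or fewer in a group, as for Krt14, Ccdc3, Wnt10a and Dlk2 in differentiated, only a ratio with its interval or a lower bound can be given, and thinning every library to the smallest gave 804, 4589 and 3732 genes.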

Other observations

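The regroupings of libraries for the counts of genes and lists were planned; all other tests in this part, those of single lists included, were chosen only after the result was seen.

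Counts of called genes were set beside regroupings of the libraries of each comparison, 100 in each including the real one. Only the real grouping, 1 of 100, gave as many called genes for BCAM high against BCAM low, BCAM high against differentiated and BCAM low against differentiated, and the highest other counts were 17, 2609 and 227. Chance can be excluded for all 3 counts of genes. For counts of called lists it cannot: 10, 24 and 56 of 100 regroupings gave at least 6, 4 and 3 lists. List by list, 1 of 100 regroupings gave as small a camera p for the basal list in each comparison and for the suprabasal and hillock list between BCAM high and BCAM low, so chance can be excluded for these. For the secretory list between BCAM high and BCAM low the answer depends on the batches: 11 regroupings reached its p, but of the 42 that kept 3 libraries of batch 2 in each group only the real 1 did. Chance cannot be excluded for the other list calls: between BCAM high and BCAM low, 17 regroupings reached the p of the ciliated list, 6 that of the cell cycle and 14 that of the immune list; between BCAM high and differentiated, 23, 27 and 33 reached those of the secretory, ciliated and cell cycle lists; and between BCAM low and differentiated, 38 and 26 reached those of the secretory and ciliated lists. Of the regroupings with 3 libraries of batch 2 in each group, 7, 3 and 8 of 42, 9, 14 and 12 of 43, and 15 and 8 of 43 did so, in the same order. The genes of these lists move together between libraries, which a preset correlation of 0.01 does not cover. Camera also ranks a list against all other genes, and the median regrouping had 0 called genes in each comparison. A list that varies between libraries can thus reach a small p more easily there than in the real grouping. These counts bear on camera's p alone, and cannot decide whether the genes of a list differ, for which single members called and fry are given above.

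Transcripts of 6 predicted genes (Gm10800 and 5 others that share at least 50% of their 15-base words with it, which resembles satellite repeat sequence) held 1.45% to 36.6% of a library's counts, on average 6.93% in BCAM high, 12.5% in BCAM low and 10.4% in differentiated. Genomic DNA in the libraries would also put counts on receptor genes of smell and taste that airway cells are not known to use. After removal of group and batch means, the log2 shares of both kinds rose together over the 24 libraries (Pearson r = 0.777, permutation p = 4.3e-04; Spearman rho = 0.668, permutation p = 0.0039; BH-adjusted over 3 relations, 6.45e-04 and 0.00585; two-sided). Without differentiated 6 and 2, the farthest from the median, r was 0.768, and it was 0.885 within batch 1 and 0.659 within batch 2. Genomic DNA is therefore a candidate source of the variation within groups. By group medians both shares had the order BCAM low, BCAM high, differentiated (satellite 13.7%, 5.27% and 4.70%; receptor 0.281%, 0.253% and 0.141%). The mean satellite share of differentiated rested on differentiated 6 and was 6.66% without it. An order of 3 groups is too little to decide whether it also accounts for the differences between them. Libraries with the same replicate number also deviated together in satellite share (mean r of 0.874 between the groups, exact permutation test within batches over 518400 arrangements, one-sided, p = 5.02e-05; mean rho of 0.873, exact p = 1.18e-04; BH-adjusted 1.50e-04 and 3.53e-04). Without numbers 2 and 8 the mean r was 0.815. Such libraries may share a source or handling, although their other genes correlated only weakly. The 24 values compared above are therefore not independent, and the permutation p-values of that relation may be too small. Satellite reads do not account for most gene calls: with the satellite share as a covariate, 703 of the 857 genes called between BCAM high and BCAM low were still called.

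Thyroid genes in the differentiated libraries were examined with a list of 14 genes, and 12 were at least 10-fold higher in the differentiated group than in both other groups. Of the 10 genes whose values had not been seen when the list was written, 8 were. The exceptions were Nkx2-1 (23.7 CPM against 16.9 in BCAM high and 24.3 in BCAM low), which airway cells here also expressed, and Slc26a4 (14.5 against 2.11 and 1.44). Tg averaged 40956 CPM in the differentiated group. Thyroid tissue among the sorted cells is a candidate explanation, since a signal of Tg alone would have left most of those 10 near the other groups. The gland lies beside the trachea, but no label names it. Of the 4 parathyroid genes, Pth averaged 5107 ± 7111 CPM in differentiated of batch 1 (SD, n = 5) and 78.1 ± 135 in batch 2 (n = 3), and Chga 3350 ± 4597 and 70.1 ± 93.4. Single libraries carried much of this: differentiated 2 had 17647 CPM of Pth and 11434 of Chga, and in batch 2 only differentiated 6 had Pth counts (234 CPM). Gcm2 averaged 14.3 ± 15.96 and 1.08 ± 1.52 CPM, and Casr 31.9 ± 36.0 and 2.93 ± 3.76. Chga is also on the neuroendocrine list, so by itself it does not separate those sources. It rose and fell with Pth, however. Pth and Chga stood at 2824 and 1924 CPM in differentiated 1, 17647 and 11434 in 2, and 1607 and 954 in 3. They stood at 3270 and 2294 in 4, 186 and 144 in 5, and 234 and 178 in 6. With 0 Pth in differentiated 7 and 8, Chga was 17.1 and 15.2 CPM. This argues against neuroendocrine cells as the main source of Chga in differentiated 1 to 6. The low level in 7 and 8 stays open.

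Clock genes differed between the batches. The median log2 difference of batch 2 from batch 1 was -1.03 for the 5 genes of the arm of Arntl and 1.3503 for the 9 genes of the arm of Dbp. The lists were written after Arntl, Nr1d2, Per2 and Per3 had been seen to differ, so the tests leave these 4 out. The other 4 and 6 genes had medians of -0.76 and 0.86, and moved in these opposite directions in 3 of 3 groups, with gaps of 1.89, 1.55 and 1.02 in BCAM high, BCAM low and differentiated. A general difference between the batches is argued against: among 10000 random lists matched on expression, the gap of 1.62 between these genes stood at percentile 100, and the highest random gap was 1.18. Collection at different times of day may explain the pattern, and collection times are not given in the sources used here. Clock (-0.07), Cry1 (-0.49), Per1 (-0.32) and Hlf (0.02) did not pass the threshold of the batch term, and Per1 went against its arm (edgeR QL, BH-adjusted p = 0.792, 0.401, 0.1004 and 0.962).

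Cyp2f2, a gene of secretory cells, was the most counted gene in BCAM high 1 and 2 and in BCAM low 2, and stood in BCAM high of batch 1 at 72.6% of its level in differentiated of batch 1 (22527 against 31043 CPM). Carryover of secretory cells or their RNA would bring their other abundant transcripts at a like share. The 10 other secretory genes of at least 1000 CPM stood at a median of 1.80%, and the highest, Selenbp1, at 32.4%, which argues against carryover as the whole source. Expression of Cyp2f2 by the sorted cells stays open as a hypothesis.

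Kdm5d counts of 7 to 111 occurred in every library although all are labelled female. Cells from male mice are argued against by Ddx3y, whose highest count in any library was 7 while Ddx3x had 145 to 1013. Reads of the X-linked copy Kdm5c assigned to Kdm5d were not tested.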
